A study of Magallana gigas with 44 samples.

How the data were processed

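Oysters of 10 developmental stages were profiled by m6A-seq with 2 IP and 2 Input libraries per stage. Per the labels' protocols, embryos, or 100 mg of pediveliger or spat, were collected per stage, with embryos kept at 21 °C and later stages reared at 25 °C. Total RNA was extracted with Trizol, m6A RNA was captured with an antibody, and stranded total-RNA libraries were made from an amount of Input equal to 50 ng without a fragmentation step, then sequenced as 150-base paired-end reads. Total-RNA libraries keep rRNA and repeat transcripts unless these are depleted, which affects any value expressed relative to the library total.

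Transcript levels are TPM values, which the authors deposited in 2 tables, one per replicate, with 1 column per Input library. TPM divides reads by row length and scales each library to the same total. Each column reaches that total over genes, simple repeats, transposable elements, tRNA and rRNA together. The aligner, the counting tool, the annotation and any filters are not stated in the labels. A total of 2 columns, 1 per table, matched no sample's labels and were not used. The 2 tables were read as one set because each library is scaled on its own; each contrast compares the same number of columns from both. Gene rows numbered 33283, of which 3758 were at 0 in all libraries. Rows that are not genes held between 90.1% and 94.2% of each library's TPM and stayed out of the comparisons between stages.

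Peak lists give, per the file headers, each peak's blocks on a RefSeq scaffold, its fold enrichment, a ratio of IP to Input made by the authors' peak caller, and the log10 of its p-value and false discovery rate. The highest log10 false discovery rate deposited in any list was -1.3. The caller and the assembly are not named in the labels. One list covers both IP libraries of a stage, so replicates of the IP cannot be compared. Fold values and rates are the authors' own and are used only to describe, rank or filter peaks within lists. Of genes with several peaks, 63.5% listed several peaks with one shared p-value, so peaks of one gene are not independent. Starts are given counting from 1.

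Groups were taken from the sample titles. Levels were taken as log2(TPM + 1) for genes with a TPM of at least 1 in at least 2 of 20 libraries (15780 genes). The limma fit (version 3.58.1, R 4.3.3, eBayes with a trend) used stage as its only term, with a moderated F-test over stages and a contrast for each of 9 neighbouring pairs, and Benjamini-Hochberg adjustment within each contrast at 0.05. On simulated data with the real genes' means and spreads and a shift at 1 contrast in 200 of 15780 genes, the fit recovered 33.3%, 80.6% and 97.0% of genes shifted by 1, 2 and 3 on the log2 scale, with 4 false calls and 0 in the wrong direction. In this simulation, with 2 libraries per stage, changes near 1 on the log2 scale were therefore often missed. The shares recovered do not carry over to each real contrast. The adjusted threshold depends on how many genes change, the real contrasts called 2 to 5026 genes, and the simulated values had no floor at 0.

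Peaks were called shared when exon blocks overlapped by at least 1 base on the same strand. Gene lists were set beside 10000 random lists drawn from tested genes in 20 bins of mean expression of the 2 stages. A simulated list with a known shift was recovered and an unshifted list was not called. Shares carry 95% Wilson intervals, which cover counting error only. Correlations over stages used permutation tests with 100000 resamples, or all pairings where stages were left out. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

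The tests, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were, for each contrast, the largest rise and the largest fall among genes past the threshold with a mean TPM of at least 10 in the higher stage and both libraries of one stage above both of the other, of which the 2 largest of each are printed because the tables pair no names with identifiers; and the 3 genes with a peak in all stages whose lowest-stage fold enrichment was highest. Alternatives were another pseudocount (0.1), no filter on low values, a mean TPM of at least 5, quantile normalization, scaling to a common median, no trend, the replicate number as a block, the 4 libraries of 2 stages alone, leaving out each replicate, stricter peaks, an overlap of 50%, matching on the earlier stage and expression minimums. Alternatives chosen after seeing the data were rescaling TPM to a common total over gene rows, overlap of whole spans, and genes with a TPM of at least 5 in both stages or on average over all libraries. Rescaling over gene rows raised gene values while 1 was still added before the log, so it also made the pseudocount relatively smaller.

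The reference table of gene symbols, of assembly xbMagGiga1.1, held 62.9% of gene rows. In the TPM tables themselves, 34 gene rows carried a name other than a LOC identifier. The reference and the row names identified 0 of the m6A machinery genes listed beforehand. The comparison of these genes and their correlation with m6A were not run. Position of peaks within genes and the m6A motif need the genome of the peak lists, which was not used here, and were not run.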

Results

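The series followed N6-methyladenosine (m6A), a methyl mark on RNA, and transcript levels through the development of the Pacific oyster, Magallana gigas. It holds 44 libraries. For each of 10 stages there were 2 libraries of RNA pulled down with an antibody against m6A (IP) and 2 libraries of the RNA before the pull-down (Input). The stages ran from the oocyte and the fertilized oocyte through embryos of 2 to 8 cells at 1.5 hours after fertilization, morula at 4 hours, blastula at 6 hours, gastrula at 10 hours, trochophore larva at 16 hours and D-larva at 24 hours, to the pediveliger, the larva that is ready to settle, at 20 days and the settled spat at 25 days. A further 4 libraries of pooled material were not analysed here. Transcript levels came from 20 Input libraries as TPM, a length-normalized measure of relative transcript abundance, 2 per stage, and m6A from 1 list of peaks per stage that the authors called for both IP libraries together. Peak numbers therefore have no replicate error. TPM values carry no read depth, so the depth of each library is unknown and no counting interval is given for a TPM value.

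Of 39937 rows in the TPM tables, 33283 were genes and the rest were repeats, tRNA and rRNA. Gene rows held 5.81% to 9.92% of each library's TPM, with a median of 7.83%. The number of genes at a TPM of at least 1 ranged from 6835 to 11225 per library, with a median of 7700. It was 7018 ± 48.8 (SD, n = 2) in oocytes, 7193 ± 506 (SD, n = 2) in morulae, 8939 ± 585 (SD, n = 2) in D-larvae, 10987 ± 337 (SD, n = 2) in pediveligers and 10002 ± 99.7 (SD, n = 2) in spat. Replicates of one stage correlated across genes with Pearson's r between 0.913 and 0.954 on the log2(TPM + 1) scale. Libraries of neighbouring stages correlated with r between 0.571 and 0.957, and those of oocyte and spat with r between 0.330 and 0.350. Genes are not independent replicates, so these coefficients describe the libraries only. No pair of replicates held identical columns.

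**Figure D1:**
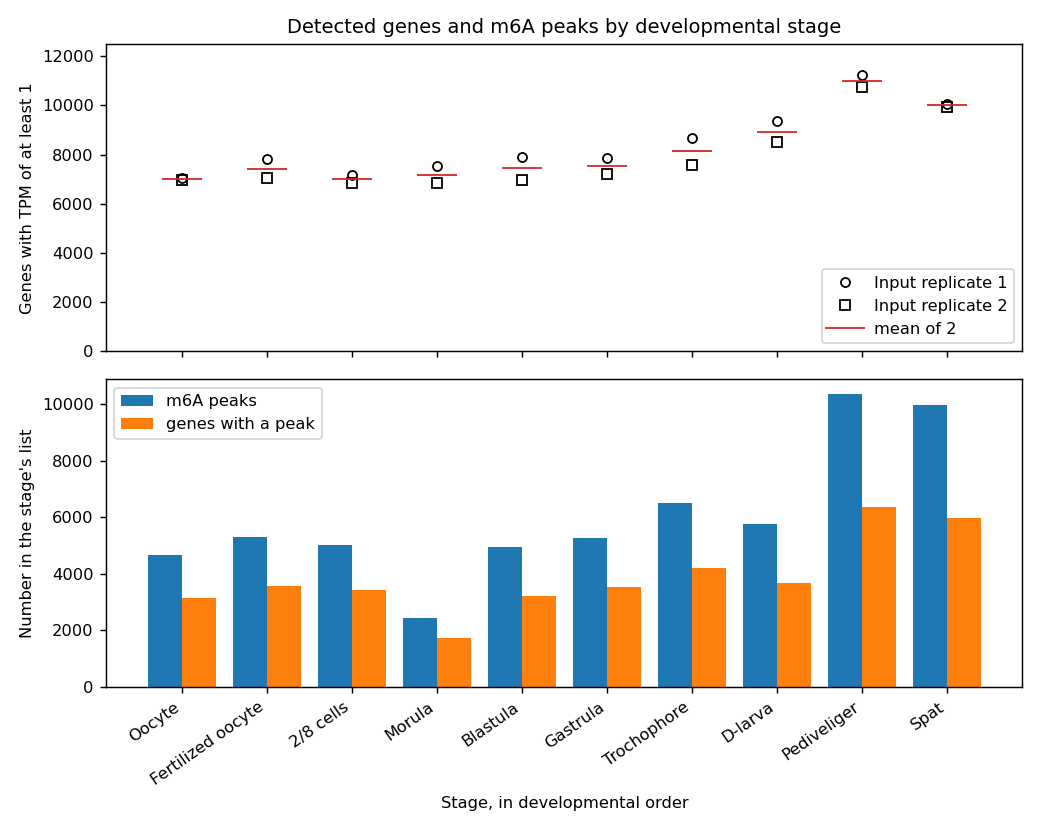
The upper panel plots the number of genes with a TPM of at least 1 in each Input library (circles and squares, replicates 1 and 2) and the mean of both (red line) by stage; the lower panel plots the number of m6A peaks and of genes with a peak in each stage's list. Genes at a TPM of at least 1 peaked in pediveligers (10987 on average), and the morula list was the shortest (2448 peaks). Genes above 0 TPM, which are not plotted, were more numerous in spat (22558.5 on average) than in pediveligers (21082.5).

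The first comparison asked which genes differed among the 10 stages. The limma moderated F-test on log2(TPM + 1), over 15780 genes with a TPM of at least 1 in at least 2 libraries, gave 12089 genes (76.6%) with a Benjamini-Hochberg adjusted p under 0.05. The alternative that moved this count most was a filter on a mean TPM of at least 5, under which 2438 of 2566 genes passed. Across genes, the median SD between stage means was 0.54 on the log2 scale, against a median residual SD between replicates of 0.27.

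The second comparison set each stage against the one before it, with the same fit and all 20 libraries sharing one estimate of the spread. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. From oocyte to fertilized oocyte, 2 genes changed at an adjusted p under 0.05, both lower (689 at an unadjusted p under 0.05). From fertilized oocyte to 2/8 cells, 7 changed, 3 higher and 4 lower (618 unadjusted). The number rose to 543 from 2/8 cells to morula (448 higher, 95 lower), 1529 from morula to blastula (1036 higher, 493 lower), 1330 from blastula to gastrula (672 higher, 658 lower), 1938 from gastrula to trochophore (1153 higher, 785 lower) and 1724 from trochophore to D-larva (1097 higher, 627 lower). The passage from D-larva to pediveliger, which spans 24 hours to 20 days, changed 5026 genes (3439 higher, 1587 lower). From pediveliger to spat 2720 genes changed (929 higher, 1791 lower). Across all tested genes, which are not independent replicates, the log2 fold changes of replicate 1 and replicate 2 correlated with r of 0.102 and 0.0680 in the first 2 comparisons and between 0.363 and 0.837 in the other 7. The alternative that moved the largest counts most was a filter on a mean TPM of at least 5, which left 2566 genes to test and called 1081 from D-larva to pediveliger and 413 from pediveliger to spat. A fit restricted to the 4 libraries of the 2 stages called 0 genes in 5 of the 9 comparisons (817 to 2792 at an unadjusted p under 0.05) and 3218 from D-larva to pediveliger. From 2/8 cells to morula that fit called 58 genes, 9 higher and 49 lower, the opposite split, and 8 of its calls were among the 543.

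The split between higher and lower genes depended on how libraries were scaled and on the filter on low values. From D-larva to pediveliger, 68.4% of the called genes were higher with TPM as deposited, 45.7% after quantile normalization and 58.1% after rescaling to a common total over gene rows. Results after rescaling over gene rows mix the scaling with a pseudocount that is smaller relative to gene values. From pediveliger to spat the share was 34.2% as deposited, 46.9% after scaling to a common median and 47.1% after quantile normalization. From trochophore to D-larva it was 63.6% as deposited, 81.5% after rescaling over gene rows and 54.9% after quantile normalization, and from 2/8 cells to morula 82.5% and 62.9%. From morula to blastula it was 67.8% as deposited, 57.7% after median scaling and 54.2% after rescaling over gene rows, and from gastrula to trochophore 59.5% as deposited, 70.1% after median scaling, 53.3% after quantile normalization and 49.7% after rescaling over gene rows. Among the 2566 genes with a mean TPM of at least 5, the share higher was 37.6% from blastula to gastrula (50.5% among all tested genes), 34.0% from gastrula to trochophore, 34.2% from trochophore to D-larva, 47.4% from D-larva to pediveliger and 12.1% from pediveliger to spat. With no filter it was 46.8% from pediveliger to spat. The median log2 fold change of all tested genes was 0.10 from D-larva to pediveliger as deposited and -0.10 after quantile normalization. It was -0.14 from pediveliger to spat as deposited and 0 after median scaling, and 0.01 from trochophore to D-larva as deposited and 0.27 after rescaling over gene rows.

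**Figure D2:**
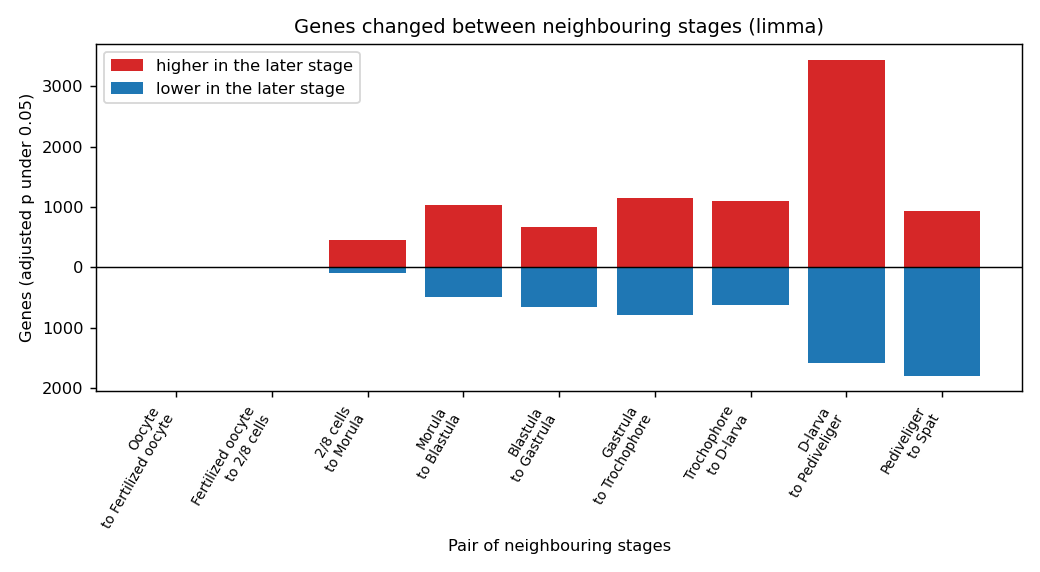
Bars give the number of genes with a limma adjusted p under 0.05 for each pair of neighbouring stages, higher in the later stage above 0 and lower below 0 (20 Input libraries, 2 per stage). The tallest bar is D-larva to pediveliger with 3439 higher genes, and the first 2 pairs have 2 and 7 genes in all; the split between higher and lower genes moved with the scaling, to 45.7% higher from D-larva to pediveliger after quantile normalization.

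Apart from 34 gene rows, genes carry LOC identifiers without names in the tables. Therefore 2 that rose and 2 that fell are given, those with the largest fitted changes under the fixed rule. LOC105337877 was listed at 0 TPM in both D-larva libraries and at 1455 and 1396 TPM in the pediveliger libraries (limma adjusted p = 6.08e-15). It had a peak in 1 of the 10 stages, in pediveligers, on scaffold NW_011936192.1 (plus strand, 4503 to 4880) with the authors' fold enrichment of 2.45. LOC105346536 rose from 0 and 0.249 TPM in pediveligers to 439 and 1210 TPM in spat, by 9.35 on the log2 scale (SE 0.33, limma adjusted p = 7.93e-11). LOC105342075 stood at 1772 and 1785 TPM in D-larvae and was listed at 0 in both pediveliger libraries (limma adjusted p = 3.08e-11). LOC105329027 stood at 1379 and 1973 TPM in pediveligers and was listed at 0 in both spat libraries (limma adjusted p = 3.98e-11). No fold change is given where both libraries of a stage were listed at 0. The last 3 had no peak in any stage, and their positions were not analysed here. All 4 stayed past the threshold in the 9 alternative fits that tested them, with adjusted p up to 0.00232, 0.0158, 0.00232 and 0.00375 in the order given. How the authors assigned reads shared by similar genes is not stated, so values of genes with close copies are uncertain.

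The third comparison described the m6A peaks of each stage. The 10 lists held 60263 peaks, and 8676 genes had a peak in at least 1 stage. The lists held 4680 peaks in 3136 genes for oocytes, 5305 in 3569 genes for fertilized oocytes, 5028 in 3409 genes for 2/8 cells, 2448 in 1733 genes for morulae, 4930 in 3201 genes for blastulae, 5280 in 3543 genes for gastrulae, 6493 in 4206 genes for trochophores, 5773 in 3682 genes for D-larvae, 10357 in 6345 genes for pediveligers and 9969 in 5980 genes for spat. Requiring a fold enrichment of at least 6, the pooled median, moved these counts most; it left 1010 peaks in morulae and 5049 in pediveligers. The authors' median fold enrichment was lowest in morulae, at 5, and highest in 2/8 cells and gastrulae, at 7. The median peak covered between 300 and 388 bases of exon blocks. Peaks were more frequent in abundant transcripts in most lists. With tested genes ranked by expression into 10 equal groups, the median share of genes with a peak over the 10 stages was 0.253% in the lowest group and 45.1% in the highest. The rise did not run to the highest group in the 2 longest lists: in pediveligers the share was 41.4% in the group below it and 34.2% in the highest, and in spat 44.8% and 38.7%. Genes whose mean TPM was below 1 made up 5.77% of the morula list and between 18.7% and 36.3% of the other lists.

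The number of genes with a peak was set against the number of genes with a TPM of at least 1 over the 10 stages. Pearson's r was 0.895 (permutation test, two-sided, p = 0.00174) and Spearman's rho 0.855 (permutation test, p = 0.00286), the only relation computed in this family. Without pediveliger and spat, the 2 stages farthest from the median, r was 0.494 (exact permutation test, p = 0.123), so the relation rested on those stages. With genes at a TPM of at least 5 in place of 1, r was 0.459 (permutation test, p = 0.247).

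The fourth comparison asked how much of the m6A set was shared from one stage to the next. Of the earlier stage's peaks, 85.3% (95% Wilson interval 84.2% to 86.3%) overlapped a peak of the later stage by at least 1 base on the same strand from oocyte to fertilized oocyte, and 76.7% (75.5% to 77.8%) from fertilized oocyte to 2/8 cells. The share was 39.3% (38.0% to 40.7%) from 2/8 cells to morula and 93.3% (92.3% to 94.3%) from morula to blastula. It was 76.0% from blastula to gastrula, 83.0% from gastrula to trochophore, 68.5% from trochophore to D-larva, 87.6% from D-larva to pediveliger and 70.1% from pediveliger to spat. Counted from the later stage, 91.1% of morula peaks overlapped a peak of 2/8 cells, 41.3% of blastula peaks overlapped a morula peak and 43.5% of pediveliger peaks overlapped a D-larva peak, so the order of transitions depends on which list is the base. Requiring that the overlap cover 50% of both peaks moved the shares most, to 26.5% from 2/8 cells to morula and 68.8% from oocyte to fertilized oocyte. By gene, 46.5% of genes with a peak in 2/8 cells had one in morulae (1585 of 3409), and 92.7% of those with a peak in morulae had one in blastulae (1607 of 1733). The other 7 shares ranged from 75.3% to 89.4%. In each transition the number of tested genes with a peak in both stages was above all 10000 random gene lists matched on expression, between 2.16 and 2.50 times the median of those lists. The intervals cover counting error within a list only.

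**Figure D3:**
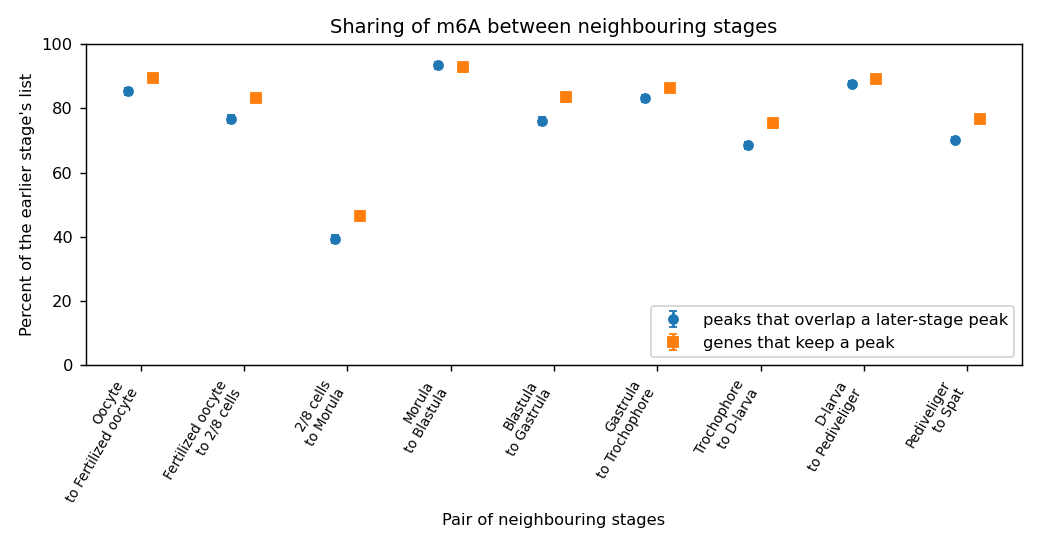
Points give the percentage of the earlier stage's peaks that overlap a later-stage peak (circles) and of genes with a peak that have one in the later stage (squares), with 95% Wilson intervals, for the 9 pairs of neighbouring stages. With the earlier list as the base, the lowest values are from 2/8 cells to morula, 39.3% and 46.5%, and the highest from morula to blastula, 93.3% and 92.7%; with the later list as the base, the shares of peaks in these pairs are 91.1% and 41.3%.

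By gene, 1067 genes (12.3% of the 8676) had a peak in all 10 stages and 1979 (22.8%) in 1 stage only. Among the 1067, the 3 with the highest fold enrichment in their lowest stage are given, in the coordinates of the peak lists, whose assembly is not named in the labels. LOC105328782 had its strongest peak within 45064 to 48974 on the minus strand of scaffold NW_011935277.1, with fold enrichment between 25.5 and 95.2 and between 16.7 and 54.4 TPM across libraries. LOC105334921, within 406353 to 410640 on the plus strand of NW_011935905.1, had fold enrichment between 22.5 and 118 and between 9.19 and 78.8 TPM. LOC105329757, within 726639 to 728130 on the plus strand of NW_011935343.1, had fold enrichment between 21.5 and 87.5 at low levels, between 0.529 and 3.42 TPM. Which exon, intron or untranslated region these peaks fall in was not analysed here.

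The fifth comparison asked whether genes that gained, lost or kept a peak between neighbouring stages changed in level. Each list's median log2 fold change was set beside 10000 random lists of the same size matched on mean expression, as a description of these libraries. Fold enrichment is a ratio of IP to Input and the levels are Input levels, so errors of Input can enter both. Genes that gained a peak lay above the central 95% of matched lists in 7 of 9 transitions, and below it in the first 2. Their median difference from the matched lists over the 9 transitions was 0.18, with a range from -0.06 to 0.30. Genes that lost a peak lay below the range in 7 transitions, above it in 1 and within it in 1, with a median difference of -0.14 (range -0.55 to 0.06). Genes with a peak in both stages lay below in 6, above in 1 and within in 2, with a median difference of -0.07. The widest differences were from D-larva to pediveliger, where 2143 genes that gained a peak had a median log2 fold change of 0.44 against 0.14 in matched lists, and 368 that lost one had -0.45 against 0.11. In the first transition, 648 genes that gained a peak had a median of 0.05 against 0.10, and 311 that lost one had 0.13 against 0.11. Restricting genes to a TPM of at least 5 in both stages, an alternative chosen after seeing the data, moved the median difference for gained peaks most, to 0.0357, with 1 of 9 transitions above the matched range; for lost peaks it left -0.14, with 2 below. Matching on expression in the earlier stage alone turned the median difference of genes with a peak in both stages from -0.0684 to 0.0150. With replicate 1 left out, lost peaks lay below the range in 6 transitions, since morula to blastula came within it at -0.13, and fertilized oocyte to 2/8 cells, above it with both, came within it at 0.0160. With replicate 2 left out, gained peaks from oocyte to fertilized oocyte came within the range at -0.0281, and lost peaks in that transition rose above it at 0.0511. For kept peaks, fertilized oocyte to 2/8 cells came within the range without replicate 1, oocyte to fertilized oocyte fell below it without replicate 1 at -0.0269, and pediveliger to spat rose above it without replicate 2 at 0.0264.

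**Figure D4:**
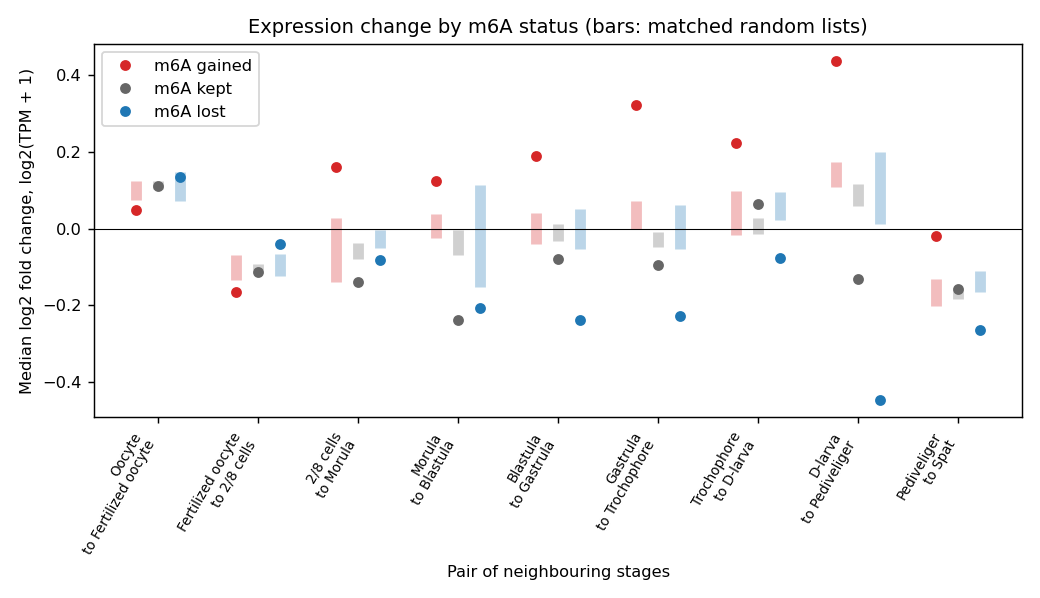
Dots give the median log2 fold change, on the log2(TPM + 1) scale, of genes whose m6A peak was gained, kept or lost between neighbouring stages; pale bars give the central 95% of 10000 random lists matched on expression. From D-larva to pediveliger gained genes sit at 0.44 and lost genes at -0.45, both outside their bars, while in the first 2 pairs gained genes sit below theirs.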

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

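Of the tests in this part, the comparison of row lengths by their lowest values was set before its result was seen; its ratio of medians was not the statistic set, and the 2 tests of the repeat row were chosen only after the result was seen.

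Rows that are not genes, which the comparisons do not use, held a median of 92.2% of the TPM over the 20 Input libraries (range 90.1% to 94.2%). Simple repeats held between 61.9% and 80.3% and rRNA between 9.90% and 26.2%. A signal in rows outside the main measurement drew attention to this. TPM divides by row length, so a short row gains a high value from few reads. Among rows detected in at most 3 libraries, the lowest value of simple repeat rows was between 19.5 and 1281 times that of gene rows in the same library, with a median of 251 over the 20 libraries. A library held 150 to 2703 such gene rows and 27 to 275 such repeat rows. The lowest of more rows tends to be lower, so that ratio does not measure row length alone. The ratio of the median values of such rows varied less, from 46.1 to 61.5 with a median of 54.0. This is consistent with short row length as a candidate explanation for much of the share. It does not give the number of reads on repeats, and a real abundance of repeat transcripts in total RNA stays open. No biological explanation was tested. The share matters for every gene value, since a change in repeat rows moves all gene TPM values of a library together.

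The simple repeat row (TCCGCT)n, also outside the comparisons, stood at 60079 TPM on average in spat (50559 and 69598 in the 2 libraries; SD 13463, n = 2). It was at 0 in 16 of the 18 other libraries, and its highest value elsewhere was 71.0 TPM, in a pediveliger library. The tables argue against row length as the cause of the difference between stages, because a short row is raised by the same factor in every library and this one stayed at or below 71.0 TPM outside spat. They also argue against a single aberrant library, since the lower of both spat values was 50559 TPM. By a rule chosen after seeing the data, 11 repeat rows had a stage mean of at least 1000 TPM and at least 5 times that of any other stage. Of these, 10 had their highest mean in spat and 1 in pediveligers. Reads of another organism in the settled animals, reads from 1 or more abundant spat genes that contain the repeat, and a true rise of repeat transcripts stay open and were not tested, since the reads and the genome were not used here. The stage itself is the biological difference that the design names, and it stays open as a hypothesis.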

How the results depend on the processing

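Rescaling TPM to a common total over gene rows, overlap of whole spans, and the limits of a TPM of at least 5 in both stages or on average over the 20 libraries for genes that gained, lost or kept a peak were tests chosen only after the results were seen.

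The number of genes that differed among the 10 stages stayed within 1.5 times of 12089 under 7 of 8 alternatives, from 11688 with a pseudocount of 0.1 to 15677 of 29525 genes with no filter on low values. A mean TPM of at least 5 left 2566 genes to test, of which 2438 passed, so the lower number follows from fewer genes tested.

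Among neighbouring stages, the first 2 counts rest on few genes. From oocyte to fertilized oocyte the 2 genes became 5 with a pseudocount of 0.1, 23 with no filter on low values, 8 after quantile normalization, 11 after rescaling over gene rows, 0 with a mean TPM of at least 5 (144 at an unadjusted p under 0.05) and 0 with only the 4 libraries of both stages (887 unadjusted). From fertilized oocyte to 2/8 cells the 7 became 18 with no filter, 4 with a mean TPM of at least 5, 4 after median scaling, 15 after rescaling over gene rows and 0 with only the 4 libraries (817 unadjusted). From pediveliger to spat the 2720 became 4724 with no filter and 1605 after rescaling over gene rows. That rescaling also made the pseudocount smaller relative to gene values, and a pseudocount of 0.1 by itself gave 1935. Except where fewer or more genes were tested, the cause was not tested.

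With a mean TPM of at least 5, which tests fewer genes, the other counts were 300 from 2/8 cells to morula, 711 from morula to blastula, 660 from blastula to gastrula, 801 from gastrula to trochophore, 562 from trochophore to D-larva, 1081 from D-larva to pediveliger and 413 from pediveliger to spat. With only the 4 libraries of both stages, which leaves fewer libraries to estimate the spread, they were 58 from 2/8 cells to morula, 0 from morula to blastula (2078 unadjusted), 0 from blastula to gastrula (2217 unadjusted), 277 from gastrula to trochophore, 0 from trochophore to D-larva (2792 unadjusted), 3218 from D-larva to pediveliger and 1089 from pediveliger to spat. The 4 named genes kept their direction and their side of the threshold in all 9 alternatives.

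With the replicate block, 12341 genes differed among stages and the neighbouring stages gave 2, 5, 597, 1730, 1460, 2090, 1855, 5181 and 2825 genes in developmental order, each within 1.5 times of the count without it. The numbers did not pair the libraries gene by gene: the correlation of deviations from the stage means between libraries with the same number ranged from -0.00957 to 0.172 over 45 pairs of stages, with a median of 0.0285 and 7 above 0.1. The numbers did differ as a whole, since genes at a TPM of at least 1 were fewer in replicate 2 in 10 of 10 stages (mean difference -599, SD 338, n = 10). Leaving out a replicate leaves 1 library per stage and no test. The median absolute log2 fold change was higher without either replicate in 9 of 9 contrasts, at 1.03 to 1.37 times the value with both, and the median SD between stages went from 0.54 to between 0.59 and 0.60, since a single library averages out less noise.

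At a fold enrichment of at least the pooled median, the lists held 2552 peaks in oocytes, 2826 in fertilized oocytes, 2979 in 2/8 cells, 1010 in morulae, 2605 in blastulae, 2996 in gastrulae, 3577 in trochophores, 3239 in D-larvae, 5049 in pediveligers and 4620 in spat, as the rule removes about 50% of peaks. The morula list was the shortest and the pediveliger list the longest in each of the 3 settings. A false discovery rate well below the authors' threshold (log10 of at most -2.3) kept every count within 1.5 times.

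Peak sharing fell when 50% of both peaks had to overlap, to 68.8%, 63.5%, 26.5%, 59.2%, 59.2%, 63.2%, 52.3%, 54.8% and 53.7% of earlier peaks in developmental order, a stricter rule by construction. The passage from 2/8 cells to morula stayed the lowest, while morula to blastula, 93.3% at 1 base, no longer stood out. At a fold enrichment of at least the pooled median the share was 83.5% from oocyte to fertilized oocyte, 81.8% to 2/8 cells, 30.1% to morula, 80.3% from blastula to gastrula, 69.9% from trochophore to D-larva and 85.6% from D-larva to pediveliger. Overlap of whole spans left all 9 within their intervals.

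By gene, that fold minimum gave 86.3% from oocyte to fertilized oocyte, 33.0% from 2/8 cells to morula, 84.1% from gastrula to trochophore, 72.5% from trochophore to D-larva, 87.0% from D-larva to pediveliger and 72.4% from pediveliger to spat. Genes with a TPM of at least 1 in both stages gave 91.5% from oocyte to fertilized oocyte, 90.7% to 2/8 cells, 64.7% to morula, 88.5% from blastula to gastrula, 88.7% to trochophore, 84.3% to D-larva, 90.7% to pediveliger and 89.8% to spat. The cause of these shifts was not tested.

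For genes that gained a peak, the median difference from matched lists was 0.29 with a pseudocount of 0.1, 0.10 with a TPM of at least 1 in both stages, 0.0357 with a TPM of at least 5 in both stages and 0.12 with a mean TPM of at least 5, against 0.18. For lost peaks it was -0.23 with a pseudocount of 0.1, -0.0763 when matched on the earlier stage, -0.0722 with a TPM of at least 1 and -0.20 with a mean TPM of at least 5, against -0.14. For kept peaks it was -0.0923 with a pseudocount of 0.1, -0.0388 with a TPM of at least 5 in both stages and 0.0150, reversed, when matched on the earlier stage, against -0.0684. Leaving out one replicate gave 0.20 to 0.22 for gained, -0.17 to -0.13 for lost and -0.0492 to -0.0315 for kept peaks.

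Single transitions whose difference lay outside the matched range with both replicates and with each alone changed sign in 7 cases. With a TPM of at least 5 in both stages the difference became 0.0129 for peaks lost from 2/8 cells to morula, -0.0610 for peaks gained from trochophore to D-larva and 0.0732 for peaks lost from pediveliger to spat. With a TPM of at least 1 in both stages the last was 0.0129. A mean TPM of at least 5 gave -0.0121 for peaks gained from trochophore to D-larva. Matching on the earlier stage gave 0.0187 and 0.0150 for peaks kept from blastula to gastrula and from gastrula to trochophore. A further 12 changes of sign were in lists that did not meet that rule. In 6 of these the list lay outside the range with both replicates: peaks gained from oocyte to fertilized oocyte went from -0.0513 to 0.00782 with a TPM of at least 5 in both stages and 0.0187 with a mean of at least 5, peaks lost from fertilized oocyte to 2/8 cells from 0.0550 to -0.00298 and -0.000164, and peaks kept in that transition from -0.0128 to 0.00752 without replicate 1 and 0.0117 when matched on the earlier stage. Of all differences that were not among the 7, 111 moved by more than the spread and 98 did not, and 3 counts of genes with a peak moved. The cause was not tested.

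The correlation of genes with a peak and expressed genes fell to r = 0.459 with a TPM minimum of 5 (permutation test, p = 0.247) and was 0.841 at the fold minimum; leaving out one replicate gave 0.869 to 0.907. The alternatives for the m6A machinery genes, for their correlation with m6A and for the motif were not run. The depth of the IP libraries is unknown, which limits every comparison of peak numbers between stages.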

Other observations

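Of the tests in this part, the comparison of genes with a peak in every stage was chosen before its result was seen; the random regroupings, the tests of the morula list, of gained and lost peaks and of rRNA were chosen only after it.

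Random regroupings of the 20 libraries into 10 pairs bear on the number of genes that differed among stages. Of 100 regroupings, the real one included, 1 gave as many genes as the 12089 observed, which was the real one. The median of those drawn was 0 genes and the highest 2613.

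The morula list held the fewest peaks, 2448. Among 2418 tested genes with a peak in both 2/8 cells and blastulae, 62.0% also had one in morulae, against 81.7% to 97.0% for the 7 other inner stages and their own neighbours. The share with a peak in morulae was 27.1% (95% Wilson interval 23.7% to 30.8%) in the lowest of 4 equal groups of morula expression and 90.4% (87.8% to 92.5%) in the highest, a difference of 63.3 percentage points. The same difference was 1.03 to 25.3 points in the other inner stages, the highest in D-larvae. Those stages kept 81.7% to 97.0%, and a stage that loses few peaks cannot show a large difference. The comparison with them therefore partly restates the larger loss in morulae and is no control for the gradient. With TPM as deposited, a fall of the transcripts themselves is argued against. The 920 genes with a peak in 2/8 cells and blastulae but none in morulae had a median log2 change of -0.0650 from 2/8 cells. The log2(TPM + 1) scale keeps genes near 0 from falling by 1, so the change was also taken with a pseudocount of 0.1, where 914 of the 920 stood high enough in 2/8 cells to do so. The median was then -0.11, and 9.46% fell by 1 or more. Among the 144 of these genes with a mean TPM of at least 5 over the 20 libraries it was 0.0638, and 2.08% did. Gene rows held 5.96% of TPM in 2/8 cells and 7.35% in morulae on average. Rescaling over gene rows would therefore lower these changes, and they were not computed with it. The gradient with expression is consistent with weaker detection of peaks in the morula IP, through depth or yield, as a candidate explanation. Lower methylation in morulae, mainly of weakly expressed genes, would give the same gradient and stays open as the biological alternative, because the IP depth is unknown and 1 list covers both libraries.

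The median change of genes that gained a peak lay above that of matched genes in 7 of 9 transitions, in 1 of which, pediveliger to spat, both medians were negative (-0.02 against -0.17). That of genes that lost a peak lay below in 7. Detection of peaks follows transcript abundance and may produce both patterns, since a transcript that rises can cross the limit at which a peak is called. The first 2 transitions went the other way for gained peaks, which lay below the matched range (differences of -0.0513 and -0.0647). Lost peaks lay above it from fertilized oocyte to 2/8 cells (0.0550). Detection through rising or falling transcripts would not give these differences, which were small. Peaks were scored as IP over Input and levels came from Input, so an error of Input could enter both. In the first 2 transitions the fold changes of both replicates correlated with r of 0.102 and 0.0680 only. No conclusion is drawn from these differences, because the shared Input was not tested. A first test kept genes with a TPM of at least 5 in both libraries of both stages; 1 transition stayed above the matched range for gained peaks and 2 stayed below it for lost peaks. That rule removes genes that rose from or fell to low levels, so it can lower the difference by itself. The median difference went from 0.18 to 0.0357 for gained peaks, but stayed at -0.14 for lost peaks. The rule also shortened the lists, to 40 to 147 genes for gained peaks (147 to 2143 without it). For lost peaks they fell to 30 to 117 genes (125 to 1630 without it). The smaller number of transitions below the range therefore does not show a smaller difference for lost peaks. A second test kept genes with a mean TPM of at least 5 over the 20 libraries. It left 4 transitions above the range for gained peaks and 6 below it for lost peaks. Over all 9 transitions the lists held 76 to 285 genes for gained and 54 to 215 for lost peaks. Before the second test was run, its limits were set at 1 or fewer transitions to speak for detection and 5 or more to speak against it; by these limits the lost peaks spoke against it. The limits were given up afterwards, because a gene with a high mean can still cross the detection limit in 1 of both stages. The effect of detection, the shared Input and an effect of m6A on transcript levels cannot be told apart here. The unknown depth of the IP keeps them open.

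The share of TPM on rRNA was higher in replicate 2 than in replicate 1 in 10 of 10 stages, by 5.84 percentage points on average (SD 3.87, n = 10; exact sign-flip permutation test, two-sided, p = 0.00195, the smallest possible with 10 pairs). If rRNA took the place of gene reads, stages with a larger rRNA difference would have a larger drop of gene levels in replicate 2. The level of genes detected in all libraries, taken as their median, was lower in replicate 2 in 8 of 10 stages, which goes with this, and genes at a TPM of at least 1 were fewer in 10 of 10. The gene share of TPM was lower in 6 of 10. Over the 10 stages Pearson's r between the rRNA difference and the drop of that median was 0.231 (permutation test, p = 0.529) and Spearman's rho 0.127 (permutation test, p = 0.734), the only relation computed; without fertilized oocyte and D-larva r was 0.0723 (exact permutation test, p = 0.853). The direction goes with the explanation and the size does not follow it, so the 10 stages leave it open. No biological explanation was tested, and a difference between library batches, which the labels do not give, stays open.

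A hypothesis that genes with a peak in all 10 stages vary less between stages was not borne out. Among 2724 genes with a TPM of at least 1 in all 20 libraries, the 644 with a peak in every stage had a median SD between stage means of 0.62 on the log2 scale. Lists matched on expression ranged from 0.59 to 0.63 (central 95%), which put the observed median at percentile 81.7. The 1142 genes with no peak in any stage had a median SD of 0.55, against 0.55 to 0.58 in their matched lists.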
